A study of Mus musculus with 28 samples. Its data were reported in "Transcriptional profiling of mouse peripheral nerves to the single-cell level to build a sciatic nerve ATlas (SNAT)" (2021).

How the data were processed

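The measurement is bulk poly-A RNA sequencing of mouse peripheral nerve along a timeline of 7 stages. There are 4 libraries per stage and 28 libraries in all. The stages are embryonic days (E) 13 and 17 as labelled (E13.5 and E17.5 in the study), postnatal days (P) 1, 5, 14 and 24, and the young adult at P60. All mice were C57BL/6J and were not perfused. The E13 libraries were each made from various nerves pooled from 2 embryos of the same sex. The label nevertheless names the tissue as sciatic nerve at every stage. The E17 libraries were made from sciatic nerves pooled from 2 embryos of the same sex, and the postnatal libraries from the sciatic nerves of 1 mouse each. From E17 on, the outer layers of the nerve (epineurium and perineurium) were stripped off by hand to enrich for the endoneurium, which holds the axons and Schwann cells. RNA was extracted from frozen, ground nerve.

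The authors prepared stranded TruSeq mRNA libraries, sequenced single-end reads on a HiSeq4000, trimmed adapters and low-quality ends, aligned the reads with STAR and counted reads per gene with featureCounts. The values used here are the deposited raw read counts per gene, which the authors had not normalized. The genome build is named as GRCh38.p10 in the study's methods, which is a human build name, while the gene identifiers in the table are mouse Ensembl identifiers. Whether the counting used the strand of the reads, and how it treated reads that align to several places, is not stated in the methods. The study makes its code available, but these settings were taken here as unknown. Values of overlapping genes and of genes with near-identical copies are therefore uncertain. The table held 41605 gene identifiers, and 41519 of them (99.79%) were matched to GENCODE M21 (GRCm38), which supplied symbols, coordinates, GC content and length. All coordinates are 1-based positions in that annotation and not the authors' own. The other 86 identifiers were kept in the counts without a symbol. All columns of the table belonged to a library of the timeline, and other data types of the study were not analysed here.

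Total counts per library ran from 13899895 (E17 replicate 4) to 37662780 (P5 replicate 2). At these totals the counting error of an abundant gene is far below the difference between animals, and genes with a few counts are the ones limited by depth. A fold change against a stage in which no library had more than 3 counts is given as a lower bound, with the other stage's mean set against 3 counts in the shallowest library of the stage concerned. Such bounds and the confidence interval given for a share cover counting error only, because reads without molecular identifiers are not independent molecules.

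Genes were kept by edgeR's filterByExpr with the stages as groups, which left 17700 genes. Library sizes were scaled by TMM, and CPM values in the text (counts scaled to a common total) use these TMM-scaled library sizes and are given as mean ± SD over the 4 libraries of a stage. All 28 libraries entered 1 quasi-likelihood fit in edgeR 4.0.16 (R 4.3.3; estimateDisp, glmQLFit with robust estimation, glmQLFTest) with the stage as the only term, because 4 libraries per stage give a weak estimate of the spread on their own. The common dispersion was 0.044. The 6 pairs of adjacent stages and P60 against P1 were tested as contrasts, and a test of all stage terms together asked for any change along the timeline. A gene was called when its Benjamini-Hochberg adjusted p over all 17700 genes was under 0.05 and its fold change at least 2. The standard error of a log2 fold change was taken as its size over the square root of the F statistic. The study's methods name no differential test for this timeline, so the test, the comparisons, the lists of marker genes named by the study and the alternatives were set before the data were examined.

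Named genes were chosen by a rule set at the same time. For each adjacent pair these were the 2 largest rises and the 2 largest falls among called genes with a mean of at least 10 CPM in the higher stage, more than 3 counts in at least 1 library of each stage, no overlap between the 4 and 4 libraries, and a symbol that is not a clone name. The 10 marker genes that the study plots along this timeline and 23 genes with which it names cell types were reported in addition, except that the values of 1 of the 10 are not reported here. Genes named outside this rule, which are members of the lists in the closing part, are single examples chosen after their values were seen.

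Samples were clustered on the 2000 most variable genes (log2 CPM with a prior count of 2, Euclidean distance, complete linkage, 7 clusters). The spread between replicates was the median over tested genes of the absolute difference between the log2 CPM of a library and the mean of the other libraries of its stage. Shares of counts were compared between adjacent stages with two-sided exact permutation tests of 4 against 4 libraries, for which the smallest possible p is 0.029, with adjustment over the 12 tests. Replicate pairs were compared by chi-square tests of their counts over genes. No 2 libraries held identical values, and the chi-square per degree of freedom was 5.45 to 317 over the 42 pairs. This sets differences against counting error alone and cannot tell separate samples from repeat libraries of 1 sample. Each library was counted as 1 replicate because the study describes 4 independent samples per stage.

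The alternatives were DESeq2 size factors, library size only, 2 other filters on low counts, limma-voom with sample quality weights (limma 3.58.1), the DESeq2 Wald test (DESeq2 1.42.0), fits on the compared stages only or without the E13 libraries, the replicate number as a block, no fold change minimum, and each replicate left out in turn. Clustering, shares and spread had alternatives of their own, such as other numbers of genes, another linkage, other denominators and another prior count. Removal of a GC content trend (lowess of each library's deviation on transcript GC, against its stage mean or against all 28 libraries) was added after per-library marker values had been seen. For the GC slopes, 10028 protein-coding genes with a mean log2 CPM over 3 were used, and 99.8% of the genes tested had a GC value. Each pairwise count and the 7-stage count were also recomputed after regrouping the libraries.

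The statistical steps were tested on simulated counts drawn from the means and library sizes of these libraries. Of 200 genes changed in the simulation, 200 were recovered by the pairwise edgeR test, with 2 false calls among 16881 genes. All simulated changes were well above the 2-fold minimum, and all genes shared 1 dispersion. Stage means were otherwise equal, with no GC trend in this run. It therefore checks that the steps run correctly. It does not give the power for changes near 2-fold or the rate of false calls in these libraries. The median absolute error of the log2 fold change was 0.15 over those 200 genes. A simulated GC slope of 0.5 was recovered as 0.50.

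Lists for other tissues (skeletal muscle, neuronal cell body, blood, cartilage, epidermis, adipocyte), for imprinted genes and for cholesterol synthesis were written before the data were examined. Lists for brown adipocytes, for sensory, sympathetic and motor neurons, for X-linked genes escaping inactivation, for perineurial and epineurial cells, for glucocorticoid response and for clock genes (clock output and opposite phase) were written after per-library marker values had been seen. The glucocorticoid and clock lists were also written after the named genes had been seen. The study describes animals of both sexes at each stage. The labels of the single libraries do not give the sex, which was not used as a group or covariate.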

Results

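RNA was measured in mouse peripheral nerve at 7 stages from embryonic day (E) 13 to the young adult at postnatal day (P) 60, with 4 libraries at each of E13, E17, P1, P5, P14, P24 and P60. The timeline covers the formation of the nerve, the start of myelination around birth and the mature nerve. Comparing adjacent stages asks which transcripts change at each step, and comparing P60 with P1 asks how the adult nerve differs from the newborn one. Unless stated otherwise, values are CPM (counts scaled by TMM to a common library total) as mean ± SD with n = 4 libraries per stage, changes are log2 fold changes ± SE, and p-values are those of the edgeR quasi-likelihood test, adjusted over all genes tested. All 28 libraries had a total count between 13899895 and 37662780. Per stage the mean total was 18528156 at E13, 17127911 at E17, 26199693 at P1, 29661560 at P5, 26929244 at P14, 22971750 at P24 and 16047408 at P60. Between 18808 and 22276 genes per library had at least 1 count.

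The share of counts held by the 10 most abundant genes of each library was 5.15 ± 1.04% at E13, 6.96 ± 0.20% at E17, 8.88 ± 1.02% at P1, 16.9 ± 0.435% at P5, 23.3 ± 0.744% at P14, 21.5 ± 1.22% at P24 and 15.7 ± 0.931% at P60. The share of the 10 most abundant genes did not overlap between the 4 and 4 libraries of 5 of the 6 adjacent pairs, each with a two-sided exact permutation p of 0.029, the smallest this design can give. For P24 against P14, with a difference of -1.79 percentage points, the exact p was 0.057. The smallest value after adjustment over 12 tests was 0.057, so that no difference passed 0.05. Leaving mitochondrially encoded and haemoglobin genes out of the count moved the E13 share most, to 3.75%.

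The share of mitochondrially encoded genes was 1.55 ± 0.983% at E13, 2.42 ± 0.195% at E17, 2.99 ± 0.358% at P1, 2.89 ± 0.317% at P5, 3.41 ± 0.411% at P14, 2.87 ± 0.502% at P24 and 2.75 ± 0.0541% at P60. It holds few counts of mt-Co2, mt-Atp8, mt-Atp6, mt-Co3, mt-Nd3 and mt-Nd4l, which had total counts of at most 2370 over all libraries against 1938786 for mt-Nd1. The difference of P1 from E17, 0.568 percentage points, had an exact permutation p of 0.029 (adjusted 0.057). The other 5 differences had exact permutation p-values of 0.143 to 0.914. The direction for P5 against P1 and for P60 against P24 depended on single libraries. The P5 difference was -0.0963 percentage points with all libraries and 0.0161 without P1 replicate 2, and the P60 difference was -0.125 with all libraries and 0.121 without P24 replicate 2.

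The distance of a library from the mean of the others of its stage, as the median over genes of the absolute log2 difference, was 0.448 ± 0.238 at E13 and 0.124 ± 0.00852 at E17. It was 0.202 ± 0.0752 at P1, 0.139 ± 0.0300 at P5, 0.142 ± 0.0159 at P14, 0.177 ± 0.0276 at P24 and 0.159 ± 0.0238 at P60. Without P1 replicate 1 the value at P1 was 0.127. Within stages, deviations followed the GC content of the transcript most closely in E13 replicate 1, with a slope of -1.02 log2 per 10 percentage points of GC (74.6% of the variance between genes), and in E13 replicate 4, with a slope of 0.80 (60.3%). In P1 replicate 1 the slope was -0.47 (68.4%), and in the other 25 libraries it lay between -0.18 and 0.22. Removal of the GC trend, chosen after per-library values had been seen, brought the E13 distance to 0.292.

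**Figure D1:**
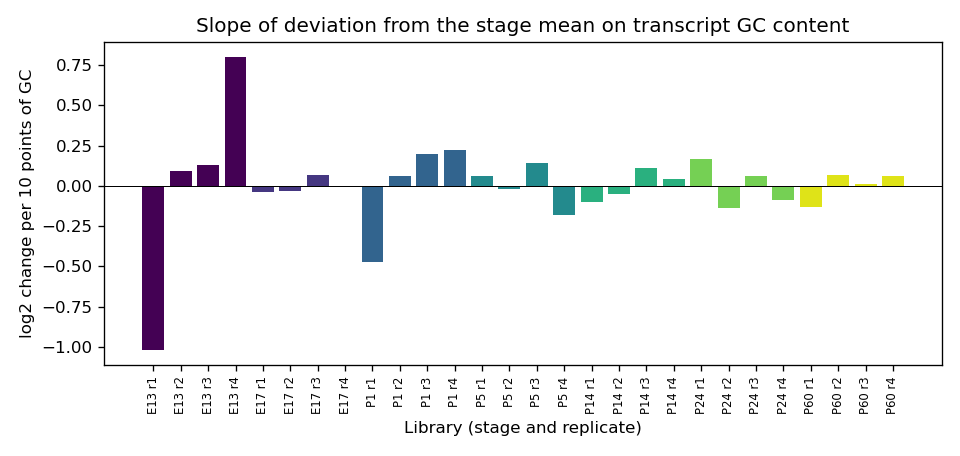
Slope of each library's deviation from its stage mean on transcript GC content, in log2 change per 10 percentage points of GC, for the 28 libraries (one bar per library, colours by stage). E13 replicate 1 (-1.02), E13 replicate 4 (0.80) and P1 replicate 1 (-0.47) lie farthest from 0.

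On the 2000 most variable genes, the nearest neighbour of all 28 libraries was a library of the same stage. Of 7 clusters, those of E17, P1, P5 and P60 each held exactly the 4 libraries of the stage, which places 16 of 28 libraries. The E13 libraries fell into a cluster of replicates 1 and 2 and a cluster of replicates 3 and 4, and the P14 and P24 libraries shared a cluster. With the 500 most variable genes, or with average linkage, 28 of 28 libraries were in a cluster of their own stage. The first principal component held 59.3% of the variance and the second 27%.

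**Figure D2:**
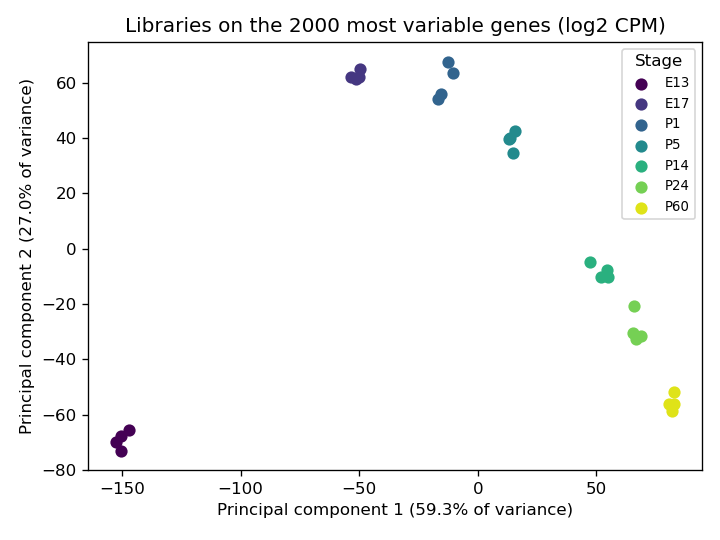
The 28 libraries on the first and second principal components of the 2000 most variable genes (59.3% and 27% of the variance, units of log2 CPM), one point per library and one colour per stage. The first component orders the stages from E13 to P60 by their position, and the E13 libraries lie apart at -152.38 to -147.05.

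Of 17700 genes tested, 6276 were called between E13 and E17 (2518 higher and 3758 lower at E17), the most of the 6 adjacent pairs. The E13 libraries came from various nerves and were not among those stripped of the outer layers. Every comparison with E13 therefore mixes age with tissue and dissection. From E17 to P1 2074 genes were called (1116 higher, 958 lower), from P1 to P5 1033 (717 higher, 316 lower), and from P5 to P14 2127 (1258 higher, 869 lower). From P14 to P24 469 genes were called (268 higher, 201 lower), the fewest, and from P24 to P60 1055 (451 higher, 604 lower). Between P1 and P60 6292 genes were called (3601 higher and 2691 lower at P60). The 4 and 4 libraries did not overlap for 86.1% to 93.5% of the called genes. A gene not chosen on these libraries would do so by chance in 2.86% of cases, but called genes were chosen for their difference, so these shares are not a test. The alternative that moved the counts most was an adjusted p under 0.05 with no fold change minimum, which gave from 964 genes (P14 to P24) to 11014 genes (E13 to E17). Scaling by library size alone moved the median log2 fold change of all genes from -0.08 to -0.33 for E13 to E17, from 0.00 to -0.11 for E17 to P1, to -0.19 for P1 to P5 and to -0.17 for P5 to P14, and from -0.02 to -0.22 for P1 to P60. With that scaling the called genes were mostly lower rather than higher in 3 adjacent pairs. The share of called genes that was higher went from 53.8% to 43% for E17 to P1, from 69.4% to 44.7% for P1 to P5 and from 59.1% to 46.2% for P5 to P14. It went from 57.2% to 47.5% for P1 to P60 and, in the opposite sense, from 42.7% to 52.5% for P24 to P60.

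**Figure D3:**
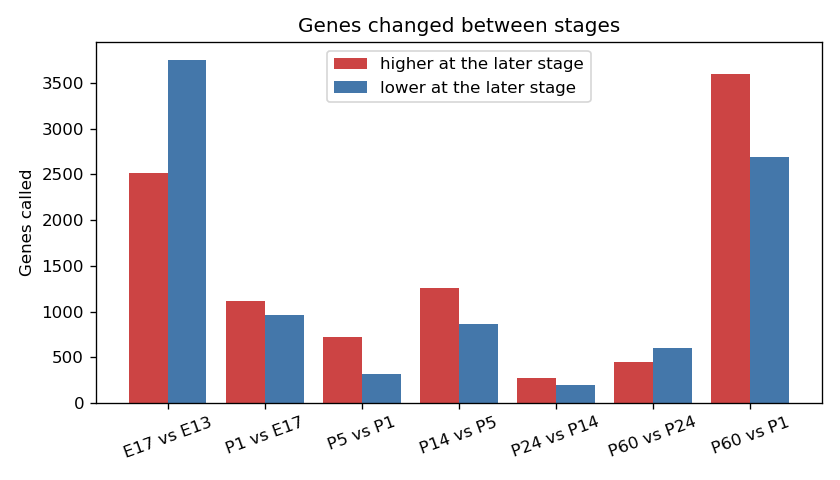
Number of genes called higher (red) and lower (blue) at the later stage of each pair (adjusted p under 0.05 and at least 2-fold, edgeR, 4 libraries per stage). The E13 to E17 pair has 2518 higher and 3758 lower, and the P14 to P24 pair 268 and 201. With scaling by library size alone, the majority changes side for 5 of these 7 pairs.

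Along the whole timeline 15712 genes (88.8%) had an adjusted p under 0.05 in the test of all stages together, and 12438 of them had stage means that differed by at least 1 on the log2 scale. Of these, 4175 were highest at E13, 2014 at E17, 1029 at P1, 524 at P5, 738 at P14, 1006 at P24 and 2952 at P60. For the genes highest at E13, age cannot be told apart from the difference in tissue and dissection. Scaling by library size alone put 6610 genes highest at E13 and 212 at P14.

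Among the genes chosen by the rule for each pair, the largest rise from E13 to E17 was that of Sbspon (ENSMUSG00000032719, protein-coding, chromosome 1, 15853862 to 15892722, minus strand), from 0.656 ± 0.384 to 184 ± 4.77 CPM (log2 8.08 ± 0.21, adjusted p 4.7e-21). Fabp4 rose by 6.35 ± 0.67 (adjusted p 6.0e-09). The largest fall was that of Hbb-y (ENSMUSG00000052187, protein-coding, chromosome 7, 103851749 to 103853216, minus strand), from 8178 ± 7902 to 6.15 ± 1.19 CPM (log2 -10.38 ± 0.63, adjusted p 1.1e-13), and that of Hbb-bh1 was -9.98 ± 0.86 (adjusted p 2.0e-09). Without E13 replicate 4 these were -9.45 for Hbb-y and -8.86 for Hbb-bh1. The other 3 E17 libraries had at most 3 counts of Hbb-bh1 each, so that without E17 replicate 4 its fall could only be given as a bound. Both belong to the beta-globin family, whose members share sequence, and their separate values are uncertain.

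From E17 to P1 the largest rise was that of Slc9a3 (ENSMUSG00000036123, protein-coding, chromosome 13, 74121457 to 74169442, plus strand), from 0.231 ± 0.152 to 110 ± 7.44 CPM (log2 8.87 ± 0.31, adjusted p 2.8e-18). Rasgef1a rose by 8.55 ± 0.28 (adjusted p 6.7e-19). The largest fall was that of Cytl1 (ENSMUSG00000062329, protein-coding, chromosome 5, 37735519 to 37739820, plus strand), from 28.2 ± 4.73 to 1.26 ± 0.138 CPM (log2 -4.47 ± 0.42, adjusted p 2.5e-09), followed by Artn at -4.46 ± 0.43 (adjusted p 5.1e-09).

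From P1 to P5 the largest rise was that of Frzb (ENSMUSG00000027004, protein-coding, chromosome 2, 80411970 to 80447625, minus strand), from 0.768 ± 0.213 to 14.9 ± 1.14 CPM (log2 4.29 ± 0.21, adjusted p 3.8e-14). Chdh rose by 3.99 ± 0.19 (adjusted p 2.1e-14), and it overlaps Cacna1d on the opposite strand, whose total count was 10630 against 26379 for Chdh. The largest fall was that of Enpep (ENSMUSG00000028024, protein-coding, chromosome 3, 129269175 to 129332720, minus strand), from 14.9 ± 5.22 to 3.31 ± 0.664 CPM (log2 -2.17 ± 0.30, adjusted p 5.5e-06), followed by Gfra3 at -2.16 ± 0.27 (adjusted p 1.4e-06). The order of these 2 genes is uncertain, because their falls differ by less than the errors. Enpep was also at 22.6 CPM in P1 replicate 1, against 11.2 to 13.3 in the other P1 libraries.

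From P5 to P14 the largest rise was that of Zbtb16 (ENSMUSG00000066687, protein-coding, chromosome 9, 48654297 to 48836222, minus strand), from 0.135 ± 0.0947 to 10.2 ± 2.26 CPM (log2 6.17 ± 0.53, adjusted p 1.1e-09). C4b rose by 5.60 ± 0.31 (adjusted p 6.8e-13), with an uncertain value because a near-identical gene lies beside it. The largest fall was that of Col2a1 (ENSMUSG00000022483, protein-coding, chromosome 15, 97975602 to 98004695, minus strand), from 59.2 ± 6.87 to 3.82 ± 1.11 CPM (log2 -3.94 ± 0.31, adjusted p 1.6e-10). Igf2bp3, which overlaps Malsu1 on the opposite strand, fell by 3.40 ± 0.22 (adjusted p 6.3e-12).

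From P14 to P24 the largest rise was that of C3 (ENSMUSG00000024164, protein-coding, chromosome 17, 57203970 to 57228136, minus strand), from 4.14 ± 2.08 to 57.8 ± 34.4 CPM (log2 3.81 ± 0.41, adjusted p 7.7e-07). Serpina3n, a member of a gene family with near copies, rose by 3.29 ± 0.30 (adjusted p 9.0e-08). The largest fall was that of mt-Atp6 (ENSMUSG00000064357, protein-coding, mitochondrial genome, 7927 to 8607, plus strand), from 14 ± 17.6 to 0.662 ± 0.644 CPM (log2 -4.39 ± 1.3, adjusted p 0.0476). This call rested on P14 replicate 3, without which the change was -2.96 (adjusted p 0.271), and it was lost in 13 of 19 alternatives, with adjusted p-values from 0.0261 to 0.271. Lrrtm1, which overlaps Ctnna2 on the opposite strand, fell by 2.38 ± 0.26 (adjusted p 1.1e-06).

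From P24 to P60 the largest rise was that of Etnppl (ENSMUSG00000019232, protein-coding, chromosome 3, 130617448 to 130637521, plus strand), from 0.361 ± 0.189 to 124 ± 22.2 CPM (log2 8.42 ± 0.41, adjusted p 1.6e-13). Ppl rose by 3.45 ± 0.59 (adjusted p 1.2e-04). The largest fall was that of the proliferation gene Mki67 (ENSMUSG00000031004, protein-coding, chromosome 7, 135689784 to 135716361, minus strand), from 24.2 ± 3.37 to 1.91 ± 0.570 CPM (log2 -3.68 ± 0.28, adjusted p 2.3e-10). The long non-coding RNA H19 (ENSMUSG00000000031), whose transcript also holds the microRNA gene Mir675, fell by 3.67 ± 0.19 (adjusted p 6.4e-13).

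The study follows 10 genes along this timeline as markers of proliferation and of immature, pro-myelinating and myelinating Schwann cells, the glia of the nerve. From E13 to E17 8 of the 10 were called, all of them higher, and from E17 to P1 8 were called (5 higher, 3 lower). From P1 to P5 4 were called (3 higher, 1 lower), from P5 to P14 5, from P14 to P24 3 and from P24 to P60 2, all lower in these last 3 pairs. Adjusted over the list alone the counts were the same, 8, 8, 4, 5, 3 and 2, which is not independent evidence because this list was shown before on the same libraries. Mki67 was highest at E17 (1011 ± 27.9 CPM, 108 ± 45.9 at E13) and fell at each later stage, and Top2a went from 754 ± 19.1 CPM at E17 to 1.64 ± 0.251 at P60. The genes of immature Schwann cells were also highest at E17, with 544 ± 37.1 CPM for Ngfr, 638 ± 29.5 for Ncam1 and 359 ± 21 for L1cam, which overlaps Arhgap4 on the same strand. At P60 they were at 36.2 ± 7.39, 90.1 ± 9.37 and 104 ± 9.67 CPM. The change of Ncam1 from P5 to P14 was smaller than its error (-0.01 ± 0.11, adjusted p 0.962), with a sign that depended on the scaling.

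Of the genes of pro-myelinating cells, Pou3f1 was highest at P1 (139 ± 17.8 CPM), against 7.27 ± 2.61 at E13 and 11.4 ± 3.53 at P60. Cdkn1c was at 290 ± 66.2 CPM at E13, 146 ± 8.83 at E17, 348 ± 38.6 at P1 and 19.5 ± 4.56 at P60. Of the genes of myelinating cells, Mbp and Ncmap were highest at P14. Mbp went from 67.7 ± 21.5 CPM at E13 to 51459 ± 5559 at P14 and 28317 ± 3781 at P60. Ncmap was at 0.698 ± 0.297 CPM at E17 and 236 ± 49.6 at P1 (log2 8.39 ± 0.26, adjusted p 1.7e-19), and at 1298 ± 120 at P14. Its level at P60 differed from that at P24 by less than the error (-0.09 ± 0.17, adjusted p 0.794).

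**Figure D4:**
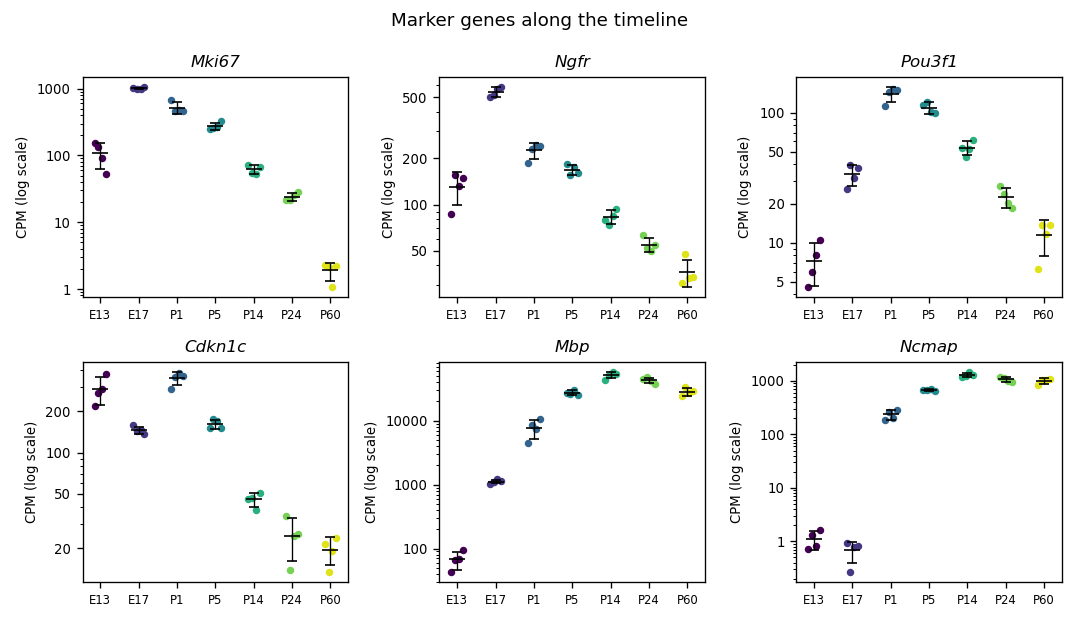
CPM (log axis) of 6 marker genes in the 28 libraries by stage, with points for libraries and bars for the mean ± SD of 4 libraries. Mki67 and Ngfr are highest at E17 (1011 and 544 CPM), Pou3f1 and Cdkn1c at P1 (139 and 348), and Mbp and Ncmap at P14 (51459 and 1298).

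The study names cell types of the nerve at P1 and P60 with 23 genes. Their levels in the stripped nerves were compared between these ages. The perineurial and epineurial genes belong to the layers that were stripped, so their levels may depend on what was left. Of the 23, 16 were called (14 higher and 2 lower at P60), and 16 were called when adjusted over the list alone. Levels in bulk nerve tissue do not separate more cells of a type from more transcript per cell. Among Schwann cell and stromal genes, Sox10 (0.34 ± 0.28, adjusted p 0.296), Cd34 (0.19 ± 0.17, adjusted p 0.345) and Sox9 (-0.02 ± 0.20, adjusted p 0.934) differed by less than 2 SE, and the sign of Cd34 and Sox9 depended on the scaling. With the GC trend within stages removed, Sox10 was 0.37 higher with an adjusted p of 0.00242, and over 19 alternatives its adjusted p ranged from 0.00242 to 0.655. In P1 replicate 1 Sox10 was at 209 CPM, against 382 to 419 in the other P1 libraries. The perineurial genes Itgb4 and Slc2a1 were higher at P60, at 814 ± 96.0 and 256 ± 19.8 CPM against 113 ± 30.8 and 23.0 ± 4.97 at P1. The study also reports Slc2a1 as enriched in an endothelial cluster at P60, so its level need not come from perineurial cells alone. The epineurial genes Pcolce2 (3.39 ± 0.50, adjusted p 1.3e-06) and Ly6c1 (4.47 ± 0.20, adjusted p 1.9e-16) were also higher, with an uncertain value for Ly6c1, which has a near copy. Of the endothelial genes, Cldn5 rose from 5.63 ± 1.12 to 83.1 ± 18.9 CPM and Pecam1 from 48.7 ± 2.38 to 116 ± 1.29, while Cd300lg was not called (0.77 ± 0.32, adjusted p 0.0385, and 0.0131 to 0.19 over 19 alternatives). Acta2 and Pdgfrb of pericytes and smooth muscle rose by 4.15 ± 0.53 and 1.06 ± 0.13.

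The adipocyte genes Car3, Cdo1, Adipoq and Plin1 were at 225 ± 139, 51.9 ± 13.2, 37.7 ± 19.1 and 23.8 ± 9.16 CPM at P60 and at 2.48 ± 1.34 CPM or less at P1. Plin1 had at most 1 count in any P1 library and was at least 190-fold higher at P60. The endoneurial gene Col2a1 was lower at P60 (3.54 ± 1.29 against 45.6 ± 8.10 CPM). Of the lymphatic endothelial genes, Prox1 had at most 3 counts in any P60 library and was at least 6.66-fold lower at P60, while Flt4 (1.07 ± 0.29, adjusted p 0.00216) and Lyve1 (3.20 ± 0.55, adjusted p 1.3e-05) were higher. Without P1 replicate 3 the change of Lyve1 was 4.58. The immune genes Ptprc (0.49 ± 0.27, adjusted p 0.114) and Cd68 (0.82 ± 0.22, adjusted p 0.00177) and the stromal gene Pdgfra (0.56 ± 0.23, adjusted p 0.0367) changed by less than 2-fold. Over 19 alternatives the adjusted p ranged from 9.6e-04 to 0.357 for Ptprc and from 7.9e-04 to 0.197 for Pdgfra.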

Values the study reported

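The study reported that its clustering of the nerve samples used the 2000 most variable genes.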

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

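In 190 groups of 4 libraries (each named or marker gene at the stages compared, and the total count, both shares and the spread at each stage), 14 values (7.37%) lay apart from the other 3 by the criterion of Dixon (gap over range above the 95% critical value), where chance gives 9.50. The tests of GC content in P1 replicate 1, of stripping and GC content in P60 replicate 2 and of copies of mt-Atp6 were chosen only after the result was seen. No label gives a batch or date, so batches could not be tested.

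P1 replicate 1 held 4 of the 14 values. Mki67 was at 684 CPM (462 to 476 in the other P1 libraries), Top2a at 483 (359 to 364), Itgb4 at 67 (123 to 133) and Pecam1 at 45.1 (49.6 to 50.1). Its deviations had a slope of -0.47 log2 per 10 percentage points of GC. Removal of the GC trend brought its distance from the other P1 libraries from 0.310 to 0.178, with at most 0.170 in the other libraries after E13, and of these 4 genes only Pecam1 stayed apart by the criterion. Itgb4 came close to the others (103 against 109 to 113 CPM), while Mki67 kept most of its distance (620 against 465 to 497). A GC trend of this library is a candidate explanation for part of the distance. Whether it explains all of it cannot be told apart from a difference between animals, because 0.178 and 0.170 come from single libraries.

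Over all 13 gene values set apart, 7 stayed apart once the GC trend was removed, so that GC content is not the whole cause. The 7 were Mki67 in P60 replicate 3 (1.06 CPM, 2.10 to 2.27 in the others), Pecam1 in P1 replicate 1, Lyve1 in P1 replicate 3 (4.67, at most 0.911 in the others), Lyve1 in P60 replicate 1 (19.3, 13.3 to 14.2 in the others), Hbb-y in E13 replicate 4, Hbb-bh1 in E17 replicate 4 and mt-Atp6 in P14 replicate 3. The others were Ngfr in P60 replicate 2 (47.2, 30.9 to 33.5), Pcolce2 in P60 replicate 2 (1.96, 6.84 to 7.66) and Sbspon in E13 replicate 3 (1.23, 0.421 to 0.530), besides Mki67, Top2a and Itgb4 in P1 replicate 1. Missing the criterion after the removal does not mean that the distance closed, since Ngfr was then at 44.1 CPM (31.7 to 35.0 in the others) and Sbspon at 1.24 (0.378 to 0.597). The share of the 10 most abundant genes in P14 replicate 1 was 22.2% (95% Wilson interval 22.19 to 22.22%), against 23.6 to 23.8% in the other P14 libraries. For none of these values was a biological explanation tested, since the labels give no difference between libraries of a stage. For Mki67 in P60 replicate 3, Pecam1, Lyve1, Ngfr, Sbspon and the share in P14 replicate 1, no technical explanation other than GC content was tested for the single library.

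Pcolce2 is a gene of the perineurial and epineurial list. Of the other 11 genes on it, 10 were also lowest in P60 replicate 2, for example Cldn1 (57.1 against 158 to 234 CPM) and Perp (7.40 against 27.1 to 45.9), where chance gives about 1 in 4. Unequal stripping of the outer layers is a candidate explanation. The log2 distance of Pcolce2 from the mean of the others was -1.83 before and -1.82 after removal of the GC trend, which argues against GC content, although the value then missed the criterion of Dixon.

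Hbb-y was at 19903 CPM in E13 replicate 4 and at 3265 to 5895 in the other E13 libraries. Hbb-bh1 was at 0.440 CPM in E17 replicate 4 and at most 0.0388 in the others. The blood list was highest in the same libraries, with 28281 CPM in E13 replicate 4 (4477 to 7809 in the others) and 1011 in E17 replicate 4 (365 to 518). Unequal amounts of blood, in mice that were not perfused, are a candidate explanation. It is part of the test of other tissues at E13 described with the spread. There 3 of 5 tissue lists met the criterion, each through a single library, and the adipocyte list was not counted. Hbb-y itself gives most of the list's level in E13 replicate 4, so the list is not independent of it. Reads shared within the globin family were not tested.

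mt-Atp6 was at 40.2 CPM in P14 replicate 3 and at 2.20 to 8.19 in the other P14 libraries. Its level was also uneven at P5 (20.6 CPM in replicate 4, 0.375 to 7.19 in the others) and at P60 (16.3 in replicate 2, at most 0.440 in the others). Its total count over all libraries was 2370, against 1938786 for mt-Nd1, although both lie on the mitochondrial genome. Of 30 windows along its sequence, 29 (96.7%) were found in nuclear transcripts of the annotation. If reads that align equally well to a nuclear copy were left out of the counts, the level of mt-Atp6 could rest on the few reads that separate the copies. The criterion of this test was changed after results were seen, since a first one, on the level relative to the other mitochondrial protein genes, was not met. Of the 6 genes with over 50% of their sequence in nuclear transcripts, 0 had a lower count than all 5 genes with none, because mt-Atp8 is low without an annotated copy. It is a weak counterexample, since mt-Atp8 overlaps mt-Atp6 on the genome and only 6 windows of it were searched. The search covered annotated transcripts, so a nuclear copy outside them would be missed. Among the 6, mt-Nd4 (60.9% shared) had a count of 1305396. With a limit of 90% instead, 5 of 5 genes had under 1% of the count of mt-Nd1. Reads shared with a nuclear copy and a low level of the transcript itself cannot be told apart here. The treatment of such reads is not stated in the study's methods and was taken as unknown.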

How the results depend on the processing

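The number of genes called in each pair stayed within 1.5 times the reported count under every alternative for the pairs other than P24 against P14, except for the alternative with no fold change minimum. With no fold change minimum, the counts were 11014 for E17 vs E13, 5225 for P1 vs E17, 3114 for P5 vs P1, 5233 for P14 vs P5, 964 for P24 vs P14, 2845 for P60 vs P24 and 10820 for P60 vs P1, all larger because a criterion was dropped. For P24 vs P14 limma-voom with quality weights gave 788 genes against 469, of which 445 were shared; the cause was not tested. Leaving out 1 library gave 6051 to 7037 genes for E17 vs E13, 1895 to 2104 for P1 vs E17, 868 to 1020 for P5 vs P1, 1945 to 2104 for P14 vs P5, 369 to 508 for P24 vs P14, 899 to 1044 for P60 vs P24 and 6157 to 6342 for P60 vs P1. With scaling by library size alone, 78.3% to 93.2% of the reported genes of a pair were called too.

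The replicate number as a block gave 6303, 2106, 1045, 2120, 476, 1055 and 6276 genes for the 7 pairs in the same order. The numbers do not pair the libraries by the labels. Over 24 pairs of libraries with the same number at adjacent stages, the correlation of deviations from the stage mean was -0.06 to 0.29 and exceeded 0.1 in 8.

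Other groupings of the same libraries gave fewer genes. For each of the 7 pairs, 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, gave as many genes. The next largest counts were 1583 for E17 vs E13, 5 for P1 vs E17, none for P5 vs P1, 4 for P14 vs P5, 113 for P24 vs P14, 49 for P60 vs P24 and 2 for P60 vs P1. For the 7 stages together, 1 of 40 groupings drawn with a fixed seed, the real one, gave 15712 genes, and the next largest gave 1899. The other groupings mix libraries of different stages within a group. They therefore show only that the stages differ, and cannot test a batch, the dissection or the composition of the libraries.

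The number of genes by stage of highest mean depended on the scaling and on the minimum range. With a range of stage means of at least 2, which drops genes by construction, 2758, 934, 386, 255, 374, 563 and 1910 genes were highest at E13, E17, P1, P5, P14, P24 and P60. Scaling by library size alone put 6610 genes highest at E13, 289 at P5, 212 at P14 and 536 at P24. This follows from the TMM factors, which fall from 1.37 at E13 to 0.819 at P14 on average. Removal of the GC trend against all libraries put 640 genes highest at P1; the cause was not tested.

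Clusters that matched a stage held 16 of 28 libraries as reported, 28 with the 500 most variable genes, 28 with average linkage, and 15 to 19 over the 28 fits that each left out 1 library. The nearest neighbour was of the same stage for 26 to 27 of the 27 libraries left in those fits. The mean spread between replicates at E17 was 0.113 with genes of at least 1 CPM in 4 libraries, which leaves out low counts, against 0.124. Leaving out 1 library, it was 0.127 to 0.136 at E17, 0.141 to 0.159 at P14 and 0.166 to 0.207 at P24. At P1 it was 0.127 (without P1 replicate 1) to 0.251 and at E13 0.368 to 0.589.

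Leaving out 1 library, the difference in the share of the 10 most abundant genes was 1.55 to 2.3 percentage points for E17 vs E13. Without E13 replicate 1 the share of mitochondrially encoded genes also reached the lowest possible exact p (1.3, adjusted 0.049, at the upper end of a range of 0.617 to 1.3 percentage points). With 1 more test tied at this p, the adjusted p of the share of the 10 most abundant genes moved to 0.049 too, although its difference was smaller (1.78 against 1.81), so that this crossing of 0.05 reflects the number of tied tests and not a change of the share. The share of mitochondrially encoded genes for P5 vs P1 reversed to 0.203 with the 10 most abundant nuclear genes left out of the total. It ran from -0.207 to 0.0161 when 1 library was left out, above 0 without P1 replicate 2 (0.0161) or P5 replicate 1 (0.00627). For P60 vs P24 it ran from -0.237 to 0.121, above 0 without P24 replicate 2. The cause of these reversals was not tested. With 4 libraries per stage, no share difference could reach an exact p under 0.029.

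Of 106 gene results, 84 kept their direction and their side of an adjusted p of 0.05 in every alternative run for them. For 22 a setting changed this, in 57 cases to a weaker result, in 32 to a stronger one and in 15 to the opposite direction, while 1896 other cases were unchanged. The reversals concern changes of at most 0.19 in size as reported. Ncam1 P14 vs P5 was -0.01 as reported, 0.01 with DESeq2 size factors, 0.01 with the DESeq2 Wald test and 0.05 with the GC trend against all libraries removed, and ran from -0.06 to 0.06 when 1 library was left out. Ncmap P60 vs P24 was 0.02 and Cd34 P60 vs P1 -0.01 with library size only. Sox9 P60 vs P1 was 0.01 with DESeq2 size factors, 0.02 with limma-voom, 0.01 with the DESeq2 Wald test and 0.14 with the GC trend against all libraries removed, and ran from -0.19 to 0.10 when 1 library was left out. The causes of these reversals were not tested. mt-Atp6 P24 vs P14 was weaker in 13 of 19 alternatives (log2 -5.14 to -2.96, the latter without P14 replicate 3). Low depth limits the genes with few counts, such as Plin1 at P1 and Prox1 at P60, to bounds.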

Other observations

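The tests of fat and of stripping within P24 and of Y-linked reads at E17 were chosen only after the result was seen, and the tests of GC content after per-library marker values were known. The labels name no difference between the libraries of a stage, so that a difference between animals stays open and untested throughout.

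The spread between replicates was largest at E13 (0.448, at most 0.202 at other stages). Removal of the GC trend left 0.292, against at most 0.153 elsewhere, removal of a gene length trend left 0.413, and thinning all libraries to equal depth left 0.440, against at most 0.20 and 0.205. Each of these stayed above the other stages, which argues against GC content, gene length or depth as the whole cause, while GC content removed 34.7% of the spread. The E13 libraries were pooled from various nerves, and unequal amounts of other tissue are a candidate explanation. Of 5 tissue lists, 3 (skeletal muscle, blood and cartilage) ranged over more than 2-fold between the E13 libraries and by more than at any later stage. The adipocyte list was not counted among the 5 and did not meet this, with 2.07-fold at E13 and 37.0-fold at P24. Muscle genes summed to 883 CPM in replicate 2 and to 47.6 to 106 in the others (Myh3, the most abundant, 334 against 13.4 to 24.1). Blood genes ranged 6.32-fold (5.28-fold at P5, the largest later range), with 28281 CPM in replicate 4 and 4477 to 7809 in the others. Cartilage genes ranged 3.01-fold (Col2a1 61.6 to 247 CPM), with 128 CPM in replicate 1 and 245 to 384 in the others, which lie within 2-fold of each other. Each of these 3 ranges therefore rests on a single library, and the GC trend was not removed from the sums. The neuronal list ranged 1.68-fold and the epidermis list 1.28-fold (Krt10 at most 4.21 CPM). Of the lists, 5 of 9 blood genes, 4 of 10 cartilage genes, 1 of 8 epidermis genes and no muscle gene had a mean of at least 1 CPM at every stage, and 1 cartilage gene, Col2a1, is also a marker of the study. The lists hold few genes, and whether other tissue accounts for the spread over all genes was not tested.

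Genes of the neuronal cell body list summed to 2610 to 4373 CPM in the E13 libraries and to at most 159 in a later library, and Tubb3 was at 370 to 1380 CPM at E13. Cell bodies of sensory ganglia collected with the nerves were tested with lists for neuron types. The sensory list summed to 345, 169, 214 and 175 CPM in E13 replicates 1 to 4, the sympathetic list to 106, 134, 347 and 584, and the motor list to 35.5 to 45.5. The lowest ratio of the sensory list to the higher of the other lists was 0.30, in replicate 4, which argues against sensory ganglia as the only source. A mixture of sensory and sympathetic ganglia stays open. Of the neuronal list 8 of 12 genes, of the sensory and sympathetic lists 1 of 8 each and of the motor list none had a mean of at least 1 CPM at every stage.

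The adipocyte list ranged 37.0-fold between the P24 libraries, with 321, 15.3, 565 and 321 CPM in replicates 1 to 4 (Car3 104, 2.51, 207 and 110), against 2.07-fold at E13. It also ranged 5.36-fold at P5, 7.40-fold at P14 and 3.02-fold at P60, so that unequal levels are not particular to P24. All 8 genes other than Ucp1 were lowest in replicate 2, the pattern for which the test was made, so unequal amounts of fat cannot be told apart from another cause by it. Of the list 3 of 9 genes are markers of the study, and none had a mean of at least 1 CPM at every stage. Of 12 perineurial and epineurial genes, 12 were also lowest in replicate 2, for example Cldn1 (37.7 against 129 to 188 CPM) and Pi16 (4.29 against 15.2 to 40.3), while 4 of the 12 had been seen before the test, 3 are markers of the study and 6 had a mean of at least 1 CPM at every stage. Unequal stripping of the outer layers is a candidate explanation for both. At P60, replicate 2 was lowest for 11 of the 12 genes and for all 8 adipocyte genes (338 CPM for the list, 395 to 1021 in the others), which bears on the levels of these genes at P60 against P1. At P14 the lists went apart, with replicate 4 lowest for 7 of the 8 adipocyte genes and for none of the 12. They also did at P5, where replicate 2 was lowest for 7 of the 8 and for 2 of the 12. There replicate 4 was lowest for 8 of the 12 and for none of the 8. The lists therefore do not share a lowest library at every stage.

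Ucp1, a gene of brown adipocytes, was at 2.97, 30.5, 36.9 and 0.380 CPM in P14 replicates 1 to 4. Of the other 7 genes on the brown adipocyte list, 6 had their highest P14 values in replicates 2 and 3 too, with a wide gap for Cidea (1.28, 11.5, 16.5 and 0.152) and a narrow one for Ppara (6.03, 8.82, 7.35 and 6.99) and Otop1 (0.562, 0.678, 0.735 and 0.266). Elovl3 had 0 counts in all 4 P14 libraries. Brown fat left on these nerves may be the source. Single libraries were compared here, and no gene of the list had a mean of at least 1 CPM at every stage.

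Xist was at 568 CPM in E17 replicate 3 and at 1381 in replicate 4, and at 0.951 to 0.990 in replicates 1 and 2, a ratio of 0.41 for replicate 3 to replicate 4. After removal of the GC trend the ratio was 0.42, which argues against GC content. The 4 Y-linked genes summed to 2 counts in E17 replicate 3 and to 3610 and 4007 in replicates 1 and 2, which argues against male tissue in the pool. Cells with a single X chromosome in part of the pool were tested with the list of X-linked genes escaping inactivation. All 4 genes of it lay in replicate 3 below replicate 4 and above replicates 1 and 2, but all 4 also did so at P5 and P24, and at P60 all 4 were lower in replicate 4 than in replicate 3, where the Xist ratios were 0.811, 0.771 and 0.931. The test is therefore void, and this explanation cannot be told apart from others. All 4 genes are expressed at every stage. In E13 replicates 3 and 4 Xist was at 394 and 217 CPM, and from P1 on it was 994 to 1648 in replicates 3 and 4.

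Of the 28 libraries, 26 had as nearest neighbour the library with the partner number (1 with 2, 3 with 4), where chance gives 9.33. Once X- and Y-linked genes were left out, 13 did. These genes may therefore account for much of the pattern. The study describes male and female samples at each stage but does not say which library is which, and sex was not used. At every stage Xist was at most 3.96 CPM in replicates 1 and 2 and at least 217 in replicates 3 and 4. The Y-linked genes summed to at least 2215 counts in replicates 1 and 2 and to at most 10 in replicates 3 and 4. These values point to male tissue in replicates 1 and 2 and female tissue in replicates 3 and 4.

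Zbtb16 rose from P5 to P14 and Etnppl from P24 to P60, and a response to glucocorticoids was tested for both with a list of 10 genes. At P14, 8 of the 10 were called higher than at P5 (median log2 1.62), with Fkbp5 (0.84) and Sgk1 (0.61) under 2-fold. At P60, 8 were called higher than at P24 (median 1.53), without Sult1a1 (0.03) and Ddit4 (0.90). In both pairs no gene of the list was called lower, and 10 and 9 of its genes had an unadjusted p under 0.05. At the other 4 steps the counts were 7 from E13 to E17 (4 called higher and 2 lower), 9 from E17 to P1 (2 higher and 3 lower), and 3 each from P1 to P5 and from P14 to P24 (none called). With scaling by library size alone, the medians were 1.45 and 1.63. From P14 to P24 the median was -0.27. A glucocorticoid response at these steps is a candidate explanation, from changed hormone levels or from handling at collection, which the labels do not separate. All 10 genes had a mean of at least 1 CPM at every stage. To test whether fat left on the nerve at P14 carried these genes, P14 replicate 4, the P14 library lowest on the adipocyte list, was compared with P5, and the 8 genes called lay above all 4 P5 libraries in it. This rests on 1 library, and a contribution of fat cannot be told apart from it.

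Adjacent stages collected at different clock phases would be another source of such changes. In 0 of the 6 adjacent pairs were 4 or more of 6 clock output genes called one way and 3 or more of 5 opposite-phase genes the other way. The nearest was P14 to P24, with 3 output genes called higher and 2 opposite-phase genes called lower, and 5 and 3 genes at an unadjusted p under 0.05. From P5 to P14 no gene of either list was called (median log2 0.39 for output and 0.12 for opposite-phase genes). From P24 to P60 no output gene was called and 1 opposite-phase gene was called lower (medians 0.43 and 0.06). At these 2 steps the medians of both lists had the same sign. Different clock phases cannot be told apart from age here, since the labels do not give the hour of collection. Of the lists, 6 of 6 output and 4 of 5 opposite-phase genes had a mean of at least 1 CPM at every stage.

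Of 25 cholesterol synthesis genes, 24 (96.0%) rose from E17 to P14 and fell from P14 to P60, against 21.8% of all genes tested. The median log2 fold change was 2.25 from E17 to P14 (22 called higher and 1 lower) and -1.12 from P14 to P60 (13 called lower). With scaling by library size alone the medians were 1.76 (18 called higher and 1 lower) and -0.94 (11 called lower). The median of all genes then moved to -0.48 and 0.15, and 3 of the 25 genes were higher at P60 than at P14. This is consistent with a set that rises and falls with myelination, which was the hypothesis. Of the list, 24 genes had a mean of at least 1 CPM at every stage.

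The imprinted genes on the list had a median log2 fold change of -3.40 from E13 to P60 (25 of 29 called lower) and of -2.25 from P1 to P60 (23 called lower and 4 higher). With genes at or under 3 counts at their bound the medians were -3.40 and -2.02, and with scaling by library size alone -3.98 and -2.44. Of the 30 genes listed, 23 had a mean of at least 1 CPM at every stage. Cdkn1c is imprinted and was tested as a follower of that set. Over the 7 stage means its Pearson correlation with the median of the other imprinted genes was 0.87 (permutation p 0.010, adjusted 0.040; Spearman 0.82, p 0.034, adjusted 0.068), against 0.35 with Pou3f1 (permutation p 0.417; Spearman 0.43, p 0.354). Without the pair of stages farthest from the median of each measure, the coefficients were 0.77 (without E13 and P60) and 0.78 (without E13 and P1). These rest on different stages and are not a comparison, and the explanations cannot be told apart with 7 means. The study likens Cdkn1c to Pou3f1 at stages other than E13.5, and its single-cell data also place both genes in pro-myelinating cells. The correlation with Pou3f1 includes E13, where Cdkn1c was at 290 CPM and Pou3f1 at 7.27. Its check leaves out P1 too, where both were highest, and leaving out E13 alone was not tested.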
